A study of Litomosoides sigmodontis with 2 samples. Its data were reported in "Exosomes secreted by nematode parasites transfer small RNAs to mammalian cells and modulate innate immunity" (2014).

How the data were processed

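Small RNAs were measured in serum of BALB/c mice, an inbred laboratory strain, infected with the filarial nematode Litomosoides sigmodontis, a roundworm that lives in the pleural cavity of rodents. Each mouse had received 40 infective larvae (the L3 stage) under the skin, and serum was taken 60 days later. RNA was extracted from 200 µL of serum, and libraries were made with the TruSeq small RNA kit, which ligates adapters to both ends of RNAs that carry a 5′ phosphate and a 3′ hydroxyl. There were 2 samples, replicates 1 and 2 of a single group, infected serum. No serum from uninfected mice was analysed here.

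The authors clipped the 3′ adapter with cutadapt, whose version was not stated, and collapsed identical reads. The deposited files hold a copy count for each distinct read sequence, as raw whole numbers with no normalisation and no alignment. By the methods of the study, reads of 16 to 40 nt present at more than 2 copies were retained for its analysis. The deposited files themselves ran from 16 to 42 nt and held sequences with 2 copies, 8208 in replicate 1 and 14112 in replicate 2, and none with fewer. Sequences longer than 40 nt held 4176 reads in replicate 1 and 2805 in replicate 2. The libraries had no molecular identifiers, so the copies of a sequence were not independent molecules. The intervals and floors given here, and the Fisher's exact and chi-square tests, cover counting error only.

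Neither a genome of L. sigmodontis nor one of the mouse was used here, so reads were matched to lists of mature miRNA sequences instead, and no genome coordinates are given. The parasite list held the 16 miRNAs named in the body of the paper. The study identified them in serum of infected mice, so their presence in these libraries was not an independent outcome. The mouse list held 43 miRNAs entered by hand. A read was assigned to a miRNA when it started at the mature 5′ end and shared at least 18 nt with it. No mismatch was allowed at any position within the mature sequence, and the read could end before or beyond the mature 3′ end. Reads that also matched a listed mouse miRNA were left out of the parasite counts. This rule differs from the alignment to genomes used in the study. Probe sequences of 4 miRNAs of a second nematode, Heligmosomoides polygyrus, were counted in the same way. Sequences are written in the DNA alphabet, and positions within a read or a mature miRNA are counted from 1 at the 5′ end.

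Counts were divided by all reads of the library and scaled to reads per 1000000 (RPM). Shares within 1 library carry 95% Wilson confidence intervals, and a parasite miRNA with 0 reads is given with the upper bound of that interval. A probe sequence with 0 reads is given with a floor of 3 reads of the total, 0.420 RPM in replicate 1 and 0.192 RPM in replicate 2. Any miRNA with reads in a file was counted as detected, including those with 2 reads, which lie below this floor. Reads of sequences present once are not in the files, so intervals at a count of 0 do not allow for them. With 2 samples in 1 group, no comparison between conditions and no model across features could be fitted. The parasite share was compared between the libraries with a two-sided Fisher's exact test, which compares those libraries and not conditions. Each parasite miRNA was tested against the other parasite miRNA reads in the same way, with Benjamini-Hochberg adjustment over 16 miRNAs. Rank agreement across miRNAs used Spearman's rho and Pearson's r of log10(reads + 1) with 100000 permutations. As a background of random matches under the matching rule, 1000 decoy lists were made by shuffling each of the 16 parasite sequences. A chi-square test over sequences with at least 100 copies in both libraries checked whether the 2 files could be copies of a single library.

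The groups, tests and most alternatives were fixed before the data were examined, as was the rule for the miRNAs named: the 7 parasite miRNAs with the most reads are given in full and the other 9 summarised, and the 5 mouse miRNAs with the most reads are given together with those nearest in sequence to a parasite miRNA. The counts of single-base changes were added after the data were seen. They used the most abundant form of each listed mouse miRNA with at least 1000 copies, at read positions 1 to 18. The alternatives were matching the full mature sequence only, minimum lengths of 16 and 20 nt, 1 substitution allowed, a 5′ start up to 2 nt inside the mature sequence, at least 3 copies, keeping reads shared with mouse, 2 other denominators and leaving out each replicate.

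The scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The matching and the tests were tested on simulated data. All simulated reads of the 16 parasite miRNAs were recovered apart from 75 that matched mouse miR-153-3p and were left out by design. A simulated change rate of 10% came back as 10.1%, and the Fisher test called 2% of 100 simulated pairs of libraries with equal shares and 100% of those with a 4-fold difference. The simulated pairs varied by counting error alone, which the test assumes. The 2% is therefore no error rate for these libraries, which differed by more than counting error.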

Results

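Serum small RNA was sequenced from mice infected with L. sigmodontis, in 2 libraries of 1 group collected 60 days after infection. The question was whether miRNAs of a parasite that lives in the pleural cavity circulate in the blood of its host. Replicate 1 held 7146023 reads in 24435 distinct sequences and replicate 2 held 15595761 reads in 37916 distinct sequences, a depth ratio of 2.18. The 16479 sequences found in both libraries held 99.6% of the reads of each. A few sequences took most of the reads: the 10 most abundant made up 62.7% of replicate 1 and 65.1% of replicate 2.

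The libraries differed by more than sampling noise. Across the 1069 sequences with at least 100 copies in both, the chi-square statistic was 1425 per degree of freedom with 1068 degrees of freedom. The share of the library differed more than 2-fold for 31.7% of these sequences, with 132 higher in replicate 2 and 207 higher in replicate 1. Both libraries were therefore kept as separate replicates.

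Reads of 28 to 34 nt made up 78.8% ± 2.94 (SD, n = 2) of the libraries. Reads of 20 to 24 nt, the size of miRNAs, made up 18.4% ± 4.66 (SD, n = 2), with 15.12% in replicate 1 (95% Wilson interval 15.09 to 15.14) and 21.71% in replicate 2 (21.69 to 21.73). Counting each distinct sequence once moved this share most, to 24.3%. The most common length was 31 nt in replicate 1, with 38.4% of reads, and 30 nt in replicate 2, with 27.5%. A second peak stood at 23 nt, with 9.65% of the reads of replicate 1 and 15.0% of those of replicate 2.

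**Figure D1:**
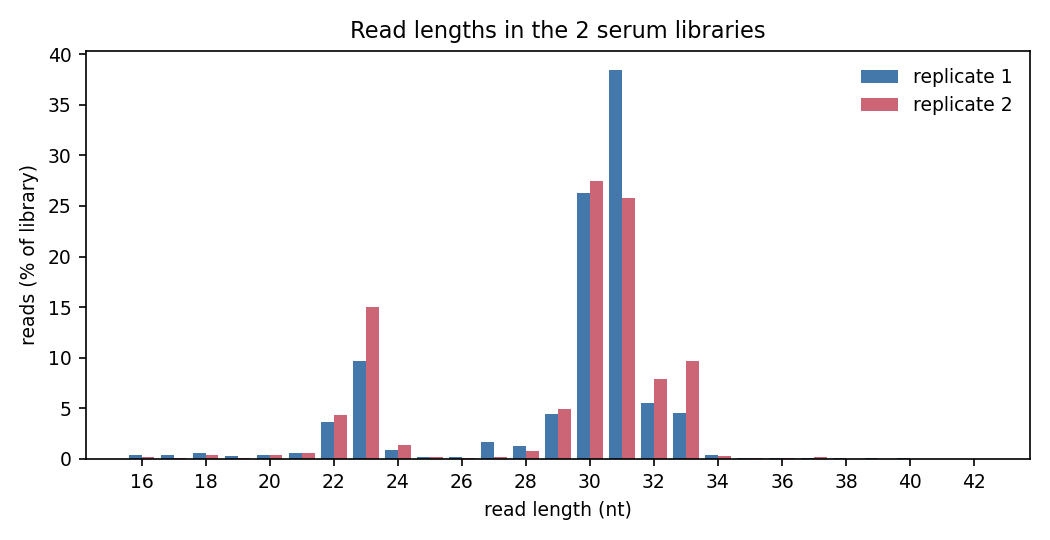
Read length in nt (horizontal axis) against the percent of all reads of the library (vertical axis), with a bar for each of the 2 serum libraries at every length from 16 to 42 nt. Both libraries peak at 30 to 31 nt, with a smaller peak at 23 nt that holds 9.65% of replicate 1 and 15.0% of replicate 2.

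Over both libraries, 774 reads matched the 16 listed parasite miRNAs, and 676 of them (87.3%) were identical to the full mature sequence. No read matched any of the 43 listed mouse miRNAs as well, and none of the 1000 decoy lists of shuffled sequences matched any read. A shuffled sequence is very unlikely to match a read perfectly over at least 18 nt. The decoys therefore cover random matches only and cannot show whether related RNAs of another source were counted. Of the matching rules tried, allowing 1 substitution moved the count most, to 941 reads, and replicate 2 alone gave all but 17 of the 774. The reads were unevenly divided. Replicate 1 held 17, or 2.38 RPM (95% Wilson interval 1.49 to 3.81), and replicate 2 held 757, or 48.5 RPM (45.2 to 52.1). The mean was 25.5 ± 32.6 RPM (SD, n = 2), a spread larger than the mean. At the share of replicate 2, the depth of replicate 1 would have given 347 reads. The share was 20.4 times higher in replicate 2, a log2 difference of 4.35 (two-sided Fisher's exact test between the libraries, p = 1.32e-98). That test covers counting error only and not variation between serum samples. Relative to mouse miRNA reads the ratio was 12.9, with 19.9 parasite reads for every 1000000 mouse miRNA reads in replicate 1 and 256 in replicate 2.

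All 16 parasite miRNAs were read in replicate 2 and 2 of them in replicate 1. The most abundant was miR-100a (TACCCGTAGCTCCGAATATGTGT), with 12 reads in replicate 1 (1.68 RPM, 95% Wilson interval 0.961 to 2.94) and 462 in replicate 2 (29.6 RPM, 27.04 to 32.5), or 15.7 ± 19.8 RPM (SD, n = 2). It made up 61.2% of the parasite miRNA reads. The next, miR-86 (TAAGTGAATGCTTTGCCACAGTCT), had 5 reads in replicate 1 (0.6997 RPM, 0.299 to 1.64) and 52 in replicate 2 (3.33 RPM, 2.54 to 4.37), or 2.02 ± 1.86 RPM (SD, n = 2).

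The remaining 14 miRNAs had no read in replicate 1, where the upper bound of the 95% Wilson interval was 0.538 RPM. That bound is too low by an unknown amount, since sequences with fewer than 2 copies are not in the files. In replicate 2, bantam-a (TGAGATCATTGTGAAAGCTATT) had 45 reads (2.89 RPM, 2.16 to 3.86) and bantam-b (TGAGATCACGTTACATCCGCCT) had 43 (2.76 RPM, 2.05 to 3.71). There were 34 reads of miR-100b (AACCCGTAGTTTCGAACATGTGT; 2.18 RPM, 1.56 to 3.05) and 32 of miR-71 (TGAAAGACATGGGTAGTGAGACG; 2.05 RPM, 1.45 to 2.90). For miR-263 (AATGGCACTAGATGAATTCACGG), named jointly with miR-183 in the list, 31 reads were found (1.99 RPM, 1.40 to 2.82), of which 7 were identical to the mature sequence and 24 belonged to 6 sequences up to 3 nt longer. The other 9 miRNAs had 58 reads together, from 2 to 24 each. By family, the 3 miR-100 members held 532 reads (68.7%) and the 3 bantam members 92 (11.9%).

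**Figure D2:**
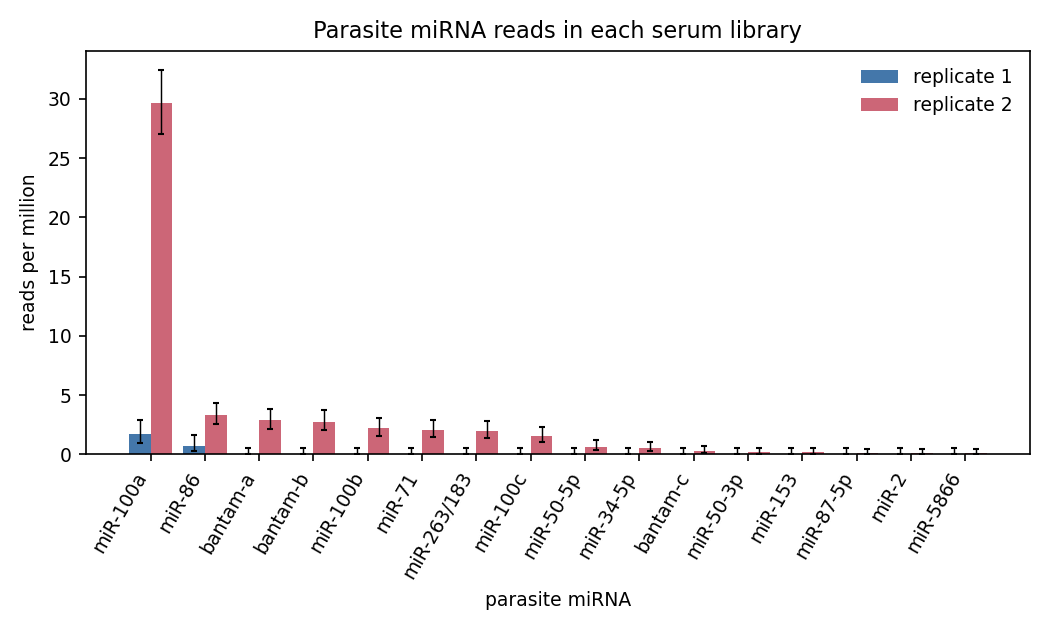
RPM (vertical axis, from 0) of the 16 listed parasite miRNAs (horizontal axis, by total reads) in the 2 serum libraries, with 95% Wilson intervals as error bars. The 29.6 RPM of miR-100a in replicate 2 exceeds every other bar, and replicate 1 has reads of miR-100a and miR-86 only.

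The parasite sequences lay a median of 10 substitutions from the nearest listed mouse miRNA. Of the 16, 10 were 9 to 13 substitutions away and 6 were within 5, and these 6 held 574 of the 774 reads (74.2%). The nearest was miR-153 (3 reads), which differed from mouse miR-153-3p by C22G alone, the mouse base first and the position counted from 1 at the 5′ end of the miRNA. Mouse miR-153-3p itself had 0 reads in both libraries. All other parasite miRNAs had at least 3 substitutions.

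The mix of parasite miRNAs was compared between the libraries. After Benjamini-Hochberg adjustment, 0 of 16 miRNAs differed in their share of parasite reads at 0.05, and 1 did before adjustment. This was miR-86, with 5 of 17 reads against 52 of 757 (two-sided Fisher's exact test, p = 0.00567, adjusted 0.0907). With 17 parasite reads in replicate 1, smaller differences in the mix were not detectable. Across the 16 miRNAs, which are not independent replicates, Spearman's rho between the libraries was 0.577 (permutation p = 0.00409) and Pearson's r of log10(reads + 1) was 0.673 (permutation p = 0.00409). These coefficients rest on 2 miRNAs, since the other 14 were tied at 0 in replicate 1. With these ties there are 240 distinct arrangements, and the exact permutation p of rho was 0.00417, the smallest they can give. Without miR-100a, rho was 0.435 (permutation p = 0.0671), where 15 arrangements allow no p below 0.0667.

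Both libraries came from mice infected with L. sigmodontis, and the study examined H. polygyrus, a nematode of the gut lumen, in other mice. Absence of H. polygyrus reads was therefore expected from the design and does not test the study's result for that species. For H. polygyrus, the miR-60 probe sequence matched 0 reads in either library, at floors of 0.420 and 0.192 RPM. Its let-7 sequence matched 75 reads in replicate 1 and 151 in replicate 2, the same reads as mouse let-7a-5p. Its miR-71 sequence matched 0 and 34 reads and its miR-100 sequence 25 and 438. Over the first 18 nt these sequences were the same as L. sigmodontis miR-71 and mouse miR-100-5p, so their reads could not be assigned to H. polygyrus.

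The 43 listed mouse miRNAs made up 11.97% of the reads of replicate 1 (95% Wilson interval 11.94 to 11.99) and 18.97% of replicate 2 (18.95 to 18.99), or 154695 ± 49531 RPM (SD, n = 2). Most of these reads were miR-486a-5p, with 143017 ± 42823 RPM, which held 94.2% of the listed mouse miRNA reads in replicate 1 and 91.3% in replicate 2. It was followed by miR-10b-5p with 5344 ± 4399 RPM, miR-10a-5p with 1379 ± 876 RPM, miR-16-5p with 895 ± 218 RPM and miR-191-5p with 744 ± 56.3 RPM (SD, n = 2 throughout). Of the 37 with at least 10 reads in each library, 27 had a higher share in replicate 2, and the ratio of replicate 2 to replicate 1 ran from 0.649 to 9.03 with a median of 1.47. The pooled ratio of 20.4 for parasite reads lay above this range, as did that of miR-100a alone (17.6), while that of miR-86 (4.77) lay within it. The minimum of 10 reads leaves out mouse miRNAs with few reads in replicate 1, such as miR-183-5p, whose ratio was 12.4.

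Among listed mouse miRNAs nearest in sequence to a parasite miRNA, 4 lay within 5 substitutions, counted without gaps. One was miR-100-5p, with 25 reads in replicate 1 (3.50 RPM, 95% Wilson interval 2.37 to 5.16) and 443 in replicate 2 (28.4 RPM, 25.9 to 31.2). The others were miR-183-5p with 2 and 54 reads, miR-34c-5p with 0 and 2, and miR-153-3p with none. A further 9 lay 9 to 13 substitutions away, with means of 0.140 to 274 RPM.

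Perfect matching leaves out reads with a changed base, and such changes were unevenly placed. They were counted in 9 abundant mouse miRNA sequences of replicate 1 and 16 of replicate 2. Copies with an A-to-C change at read positions 6, 8 or 9 amounted to 8.07 to 15.0% of the unchanged copies in replicate 1 (6 places, none at position 6) and 8.71 to 19.4% in replicate 2 (13 places). At other positions the A-to-C median was 0.172% in replicate 1 and 0.131% in replicate 2, with highest values of 6.49% and 6.36%. The median of all other base changes was 0 in both libraries, but at position 3 it was 1.17% in replicate 1 and 1.19% in replicate 2, with highest values of 6.90% and 7.45%. Also counted was a sequence of replicate 2 that differed from 1 listed mouse miRNA at position 12 and had 320% of its copies. Sequences of listed miRNAs were not counted as changes, but those of unlisted miRNAs could not be set apart.

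**Figure D3:**
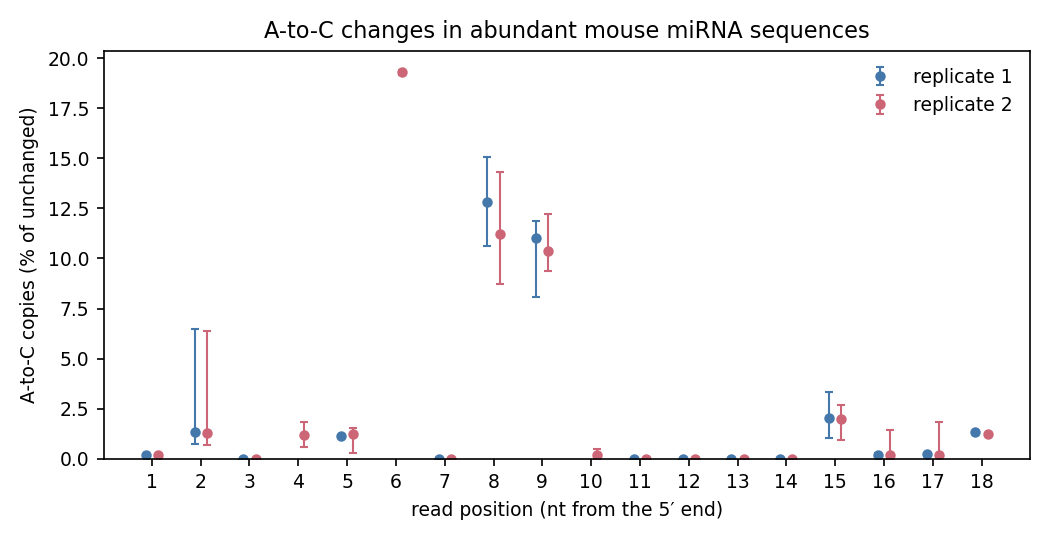
Copies with an A-to-C change as a percent of unchanged copies (vertical axis) at read positions 1 to 18 from the 5′ end (horizontal axis) in abundant mouse miRNA sequences of the 2 libraries. Points are medians and bars the lowest and highest sequence, with no bar where 1 sequence had an A, and positions 6, 8 and 9 lie highest, between 8.07 and 19.4%.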

Values the study reported

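For serum of infected mice, the study assigned 761 reads to 16 parasite miRNAs. All reads attributed to the parasite by its genome numbered 1,188. Its list gave 479 reads of miR-100a, 57 of miR-86 and 7 of miR-263.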

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

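All tests in this part were chosen after the results they address had been seen, and no biological explanation was tested, since the samples form a single group.

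A sequence that differs from miR-100a by A8C, counted from 1 at the 5′ end, had 47 copies in replicate 2 and was outside the parasite list. It stood above the smallest count the depth can show and looked like a second form of miR-100a. Its copies were 11.01% of those of unchanged miR-100a. Among 6 abundant mouse miRNA sequences with an A at read position 8 in the same library, copies with the same change were 8.71 to 14.3% of the unchanged copies, with a median of 11.2%. The A8C sequence may therefore be a sequencing error of miR-100a. In total 9 sequences with 1 change from miR-100a held 116 reads, of which 80 were A-to-C changes. Of the other 8, 3 lay within the mouse values for the same change in replicate 2 (A2C, C3T and A15C) and 3 lay above them. C3G stood at 2.34% (10 reads, 95% Wilson interval 1.26 to 4.34) against 1.10 to 1.30% in 5 mouse sequences, which the interval reaches. T17C stood at 0.468% (2 reads) against 0 in 5, and A18C at 4.22% (18 reads, 2.64 to 6.73) against 1.22% in the 1 that could be compared. T23A (8 reads) and T23G (12 reads) had no mouse sequence to compare.

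A 30-nt sequence outside the miRNA lists (GCATTGGTGGTTCAGTGGTAGAATTCTCGC) held 18.8% of the reads of replicate 1 and 19.95% of replicate 2. In these libraries 28- to 34-nt reads were the largest class, and 5′ fragments of transfer RNAs (tRNAs) are a candidate source. Against 6 mammalian tRNA sequences entered by hand, 63.1% of the 28- to 34-nt reads in replicate 1 and 64.9% in replicate 2 matched without a mismatch, and 98.6% of the matching reads in each library began at the first base of the tRNA. The tRNAs were picked after the abundant sequences had been seen, which fixes part of this share in advance. The species of origin was not tested, since no genome was used here.

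A 31-nt sequence (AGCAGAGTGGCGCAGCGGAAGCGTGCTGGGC) held 11.3% of the reads of replicate 1 and 6.18% of replicate 2, and was accompanied by forms with each of the other bases at position 9 from the 5′ end. In replicate 1, G9T copies were 33.1% of the unchanged copies, G9C 11.9% and G9A 7.78%. In replicate 2 the values were 34.2%, 12.6% and 7.92%. The sum was 52.8% in replicate 1 and 54.6% in replicate 2. A general sequencing error at that position would change other sequences too, but among 26 other sequences with a G there and at least 5000 copies in replicate 2 the median sum was 0.0769%. In that library 2 of the 26 exceeded 5%, the highest at 29.5%. The forms could come from other copies of the gene or from a modified base that is read as several bases, and these data cannot tell the 2 apart without a genome.

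A 27-nt sequence with 85.2% GC (CCCGCTCGGCGGGGTCCCCGCGTCGTC) had 13688 RPM in replicate 1 and 541 RPM in replicate 2, a ratio of 25.3 in the direction opposite to that of the parasite reads. Of 75 sequences with at least 1000 copies in replicate 1 and at least 70% GC, 74 were higher in replicate 1, with a median ratio of 4.51, against a median of 0.813 for 180 sequences with less GC. A GC bias between the library preparations could produce this. So could a larger amount of a single GC-rich class of RNA in replicate 1, and the test cannot tell these apart.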

How the results depend on the processing

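All tests of causes in this part were chosen after the results were seen, as were the alternatives for the mix of single parasite miRNAs. Of 62 alternative values, 12 left out a replicate and are given as ranges. Of the other 50, 45 kept their direction and side of the threshold, kept their count, or moved by less than the spread between replicates, which for parasite RPM is wider than the mean. A further 4 moved more than the spread, and 1, a rank agreement that could not reach the threshold, was no longer past it. None reversed.

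The excess of parasite reads in replicate 2 kept its direction and stayed past the threshold under all 9 alternatives run for it. These include the settings that returned the main counts. The log2 size of the excess ran from 3.69, relative to mouse miRNA reads, to 4.64, with 1 substitution allowed. The count of 774 reads ranged from 676 for identical reads to 941 with 1 substitution, apart from the fits that left out a replicate. With 1 substitution allowed, the reads of miR-153 also matched mouse miR-153-3p, and 15 miRNAs remained in replicate 2. With at least 3 copies, 13 remained. The calls for single miRNAs stayed at 0 after adjustment, with 1 before adjustment, under each of the 7 alternatives tried. The settings that returned the main counts are among the 7.

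Leaving out each replicate in turn gave 17 to 757 parasite reads, 2 to 16 miRNAs detected, a miR-100a share of 61.0 to 70.6%, 2.38 to 48.5 parasite RPM, 15.1 to 21.7% of reads at 20 to 24 nt and 119671 to 189719 mouse miRNA RPM. These ranges show the libraries themselves, so they show no stability. The RPM values and the share of 20- to 24-nt reads are means, and with 2 replicates a mean cannot move past their SD. The other values are not means, and they did move. Without replicate 2, the read count and the miR-100a share moved past their SDs of 523 reads and 6.76 percentage points. Without replicate 1, the miRNAs detected rose from 2 to 16. The cause of the difference between the libraries is taken up among the other observations. Parasite RPM rose to 116 with reads of 18 to 26 nt as the denominator and to 138 with mouse miRNA reads, because both denominators are smaller. The rank agreement was 0.435 without miR-100a. With 1 miRNA of 15 left with reads in replicate 1, the smallest permutation p possible is 0.0667, so this alternative could not pass the threshold and shows nothing about the agreement. The share of 20- to 24-nt reads was 24.3% when each distinct sequence counted once, for which the cause was not tested. Mouse miRNA reads fell to 25075 RPM when only full-length identical reads counted. The lost reads had other 3′ ends by the matching rule, and 94.8% of them in replicate 1 and 91.7% in replicate 2 were miR-486a-5p, of which 19.7% and 13.4% were identical.

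Rank agreement over miRNAs with at least 3 reads in both libraries was not run, since 2 miRNAs were left, and the alternatives for matching to a parasite genome were not run either. The small number of parasite reads limits replicate 1 most: with 17, its mix of miRNAs is poorly known.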

Other observations

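All tests in this part were chosen after the results they address had been seen, and no biological explanation was tested, since both samples belong to the same group.

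Parasite miRNA reads lay almost entirely in replicate 2, and several technical explanations were tested. Depth and the 2-copy minimum of the files did not account for it: in 1000 random draws of the replicate 2 parasite reads to the depth of replicate 1, with sequences under 2 copies removed, the lowest count was 299 and the median 338.5, against 17 observed. Other RNA classes taking up reads in replicate 1 did not account for it either, since the ratio relative to mouse miRNA reads was still 12.9. Among 131 sequences of 20 to 24 nt with 200 to 900 copies in replicate 2 and a GC content within 10 percentage points of that of miR-100a, miR-100a itself not counted, 1 (0.763%) had a ratio of replicate 1 to replicate 2 copies as low as its 2.81%. This speaks against GC content or length for miR-100a, and the other parasite miRNAs were not tested in this way. An effect on the miR-100 family alone was also tested: the 13 parasite miRNAs outside it had 5 reads in replicate 1 and 237 in replicate 2, a share ratio of 21.7.

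General variation of miRNAs between these serum samples remains. Of the 37 mouse miRNAs with at least 10 reads in each library, 0 had a ratio as large as that of the parasite reads, but the minimum leaves out miRNAs nearly missing from replicate 1, and with 2 libraries the spread between samples cannot be estimated. Differences between the samples in the amount of parasite RNA, a library batch and a mislabelled sample could not be told apart.

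The 17 parasite reads of replicate 1 could in part be reads of replicate 2 assigned to the wrong library. Among 397 sequences with at least 1000 copies in replicate 2, the lowest ratio of replicate 1 to replicate 2 copies was 6.45%, so no abundant sequence was known to be missing from replicate 1 and a rate of misassignment could not be fixed. Identical copies of miR-100a in replicate 1 were 2.81% of those in replicate 2, and those of miR-86 were 12.2% (two-sided Fisher's exact test, p = 0.0160). Carry-over at a single rate would give similar values for both, but the pair was compared because it differed, and carry-over remains open.

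The mouse miR-10 and miR-99/100 family, to which parasite miR-100a is related in sequence, stood out among the mouse miRNAs. All 5 listed members were higher in replicate 2, with ratios of 2.63 to 9.03 and a median of 4.22 against 1.39 for the other 32 miRNAs. They stayed higher relative to reads of 18 to 26 nt (1.90 to 6.52) and relative to mouse miRNA reads (1.66 to 5.69). Reads of a nematode counted as mouse miR-100-5p could raise its ratio. Such reads would be likely to end where those of parasite miR-100a end, of which 93.7% were 23 nt or longer in replicate 2. Of the 443 miR-100-5p reads 1.81% were that long and 98.2% were 21 nt or shorter, like the 99.5% of mouse miR-99a-5p. The 3′ ends thus speak against a nematode source for most miR-100-5p reads, and the reason for the family's ratios remains open.

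For miR-263, 31 reads were counted here. That is higher than the value quoted from the study above. Identical reads numbered 7, and the other 24 ended up to 3 nt beyond the mature 3′ end. For miR-100a, 474 reads were counted here. That is slightly lower than the value quoted from the study above, so the differences did not run in one direction. Counts of bantam-b (43) and miR-100b (34) were also lower here than in the study, and that of miR-100c (24) was higher. Counts of the other listed miRNAs were equal to those of the study.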
